A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "CDK activity provides temporal and quantitative cues for organizing genome duplication" (2018).

How the data were processed

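Genomic DNA of Cdc13-Cdc2 cells of *Schizosaccharomyces pombe* was measured on 8 two-colour Agilent arrays, 4 for G1+5 and 4 for G1+15. Per the labels, a block in G2 lasted 2 h 45 min in 1 µM inhibitor (3-MBPP1, at 32 °C). From 16 min after release, 2 µM inhibitor was present for 20 min in G1+5 and for 30 min in G1+15. Hydroxyurea at 24 mM was added 10 min before the release from G1, and S phase DNA was taken 60 min after it. The authors deposited scanner output in which Feature Extraction had subtracted background and normalised the dyes. The deposited processed signals of both channels are intensity values, and the deposited log ratio is the log10 of red over green, which was used only to check the direction of the ratio. The submitters' notes name version 8.5.1.1 of this software and the file header names 10.7.3.1.

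The channel labels give Cy3 and Cy5 for G1+5 repeat 2 and Alexa dyes for the others, whereas the label protocol names Alexa dyes for this repeat too. From the intensities, the log2 ratio of S phase over unreplicated DNA was computed with the dyes assigned by the labels. Control spots and spots that the scanner software marked as outliers were removed, which took out 5.55% and 4.21% of the spots on the arrays of G1+15 repeat 1 and at most 0.253% on the others. Each array was centred on its median, and the arrays of a dye-swap pair were averaged to 1 value per repeat, so that n = 2 in each condition. Of 42707 probes, 42641 were nuclear and 66 mitochondrial. Copy number was the geometric mean over 5 neighbouring probes, and the baseline, the median of the lowest 10% of values, was set to 1 in each repeat, where the study did this once for the averaged repeats. Peaks were found after 10 rounds of smoothing, peaks under 5 kb apart were merged to the higher one, and a copy number of 1.1 was required. Lists were matched within 5 kb. Origins for all comparisons came from the mean of the 4 repeats, and the efficiency of an origin was the highest of the 5 probes around its peak.

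The array coordinates were checked against the reference sequence through the correlation of mean log2 intensity with the G+C share of the sequence at each probe. They fitted on chromosomes II and III and on chromosome I up to 3749890. On the right part of chromosome I they did not (r = 0.014 at the array's own coordinates and 0.509 at an offset of 6150 bp), so genes and sequence were assigned only to the other 36578 probes (85.8%).

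The difference in mean efficiency was tested by an exact permutation of 2 against 2 repeats. Each origin was tested with limma (lmFit and eBayes on log2 copy number, adjusted by Benjamini-Hochberg, threshold 0.05), both against the baseline and between conditions. In these fits the prior degrees of freedom were infinite, so every origin had the same standard error (0.0778 log2 for the difference between conditions). The 15 region classes were tested with camera, with an estimated correlation. Regional spread was the SD over windows of 1000 probes, and the shared SD was the square root of the covariance between repeats. Correlations used 100000 permutations, adjusted over 4 tests. A+T content was taken in 1000 bp around each peak.

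Origins were named by a rule fixed before any value was seen. It took the origin nearest to each site that the study assayed for Cdc45, the 5 highest and 3 lowest in mean efficiency among those at or above 10%, and up to 8 of the largest rises and falls past the threshold with no overlap between the repeats. Where fewer passed, the largest changes with no overlap filled the list to 5. The origins in *lsd90*, *leu1* and *nup40* passed the threshold with overlapping repeats. The site in *lsd90* is among the 5 highest, and *leu1* and *nup40* were added after their values were seen.

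Alternatives covered background correction (normexp, offset 50), the baseline, outlier flags, dim probes, probe G+C, each dye orientation, each left-out repeat, replicate and slide blocks, window size and the peak caller. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. On simulated data with 532 origins, of which 200 were changed, and noise of 0.0632 log2, limma recovered 13.4% of changes of 0.1 log2, 79.1% of 0.2 and 100% of 0.4, and called 4 of 332 unchanged origins. This noise is below the standard error found in the data and has no shifts of whole repeats. The origin caller recovered 505 of 532 simulated origins (94.9%) with 0 elsewhere, and its efficiencies lay 4.01 points above the true ones on average. These origins were simulated at the positions that the same caller had found in the data, with noise independent between probes. The recovery can therefore be too high.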

Results

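The effect of the length of G1 on origin usage was examined in fission yeast cells whose cell cycle is driven by 1 fusion protein, Cdc13-Cdc2, made of a mitotic cyclin and its kinase. In these cells the G1/S cyclin genes *cig1*, *cig2* and *puc1* are deleted, and the CDK is inhibited by the ATP analog 3-MBPP1. After a G2 block and release, a second inhibitor treatment of 20 or 30 min held the cells in G1, which lengthened this phase by 5 min (G1+5) or 15 min (G1+15). DNA from cells that entered S phase in 24 mM hydroxyurea, a drug that stops forks close to the sites of initiation, was compared with unreplicated DNA from the same G1 block. Each condition had 2 repeats, and each repeat was hybridised to 2 arrays with exchanged dyes, for 8 arrays in all. The arrays carried 42641 nuclear probes at a median spacing of 265 bp. Median signal over local background ranged from 24.0 to 99.9, and precision is limited by the 2 repeats per condition. Both arrays of G1+5 repeat 1 and of G1+15 repeat 2 shared a slide (slide 1), whereas G1+5 repeat 2 and G1+15 repeat 1 each had a slide of their own (slides 2 and 3). Nothing in the labels ties the repeats to separate cultures, although the study's methods call them biological. Efficiency is the copy number of S phase over unreplicated DNA minus 1, in percent. Positions are the array's own coordinates.

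The deleted cyclin genes were first examined in every sample. In both repeats on slide 1, none of the 44 measurements inside *cig1* (3 probes), *cig2* (5 probes) and *puc1* (3 probes) was well above background. In G1+5 repeat 2, however, 38 of 44 were well above background (86.4%), and in G1+15 repeat 1 it was 10 of 44 (22.7%). By intensity these genes stayed at the bottom of the array: their median percentiles over all channels were 0.0152, 0.0211 and 0.0328, and in G1+5 repeat 2 they were at most 0.218 in all channels but 1 (2.67 for *cig1*). Over all probes, this share was at least 99.8% on every channel of the 8 arrays. *ura4*, which the fusion construct carries, was well above background in 100% of measurements and does not test the deletion in this strain. At *leu1*, where the construct is integrated, 60.9% of measurements passed. At *cdc2* and *cdc13*, whose own copies are deleted and whose sequences are part of the fusion, 45.3% and 100% passed. On slide 1 the share was 50% at *leu1* and 25% at *cdc2*, and in G1+5 repeat 2 it was 75% to 100% at both.

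Similar numbers of origins were found in both conditions. G1+5 had 554 origins and G1+15 had 591, of which 501 were shared within 5 kb, or 90.4% and 84.8% of each list. Sites found in 1 condition were weaker than the shared ones, whose medians were 36.8% in G1+5 and 39.9% in G1+15: the 53 sites on the G1+5 list alone had a median efficiency of 16.4% there and 16.0% in G1+15, and the 90 on the G1+15 list alone had 24.7% there and 18.2% in G1+5. Single repeats gave 582 and 739 origins in G1+5, and 666 and 603 in G1+15, so the difference between conditions lies inside the range of the repeats. The profile of all 4 repeats combined gave 532 origins, which were used for every comparison that follows. All 532 were above the baseline in both conditions (limma, highest adjusted p = 0.0222 in G1+5 and 0.0213 in G1+15), a test on sites chosen as peaks in the same data.

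Origins lay in A+T-rich, mostly intergenic DNA. Among the 456 origins in the part of the genome where the array coordinates matched the reference sequence, the median A+T content of the surrounding 1000 bp was 69.0%. In 10000 random draws of probes the median was 64.0%, with a range of 63.1% to 64.8% (p = 1e-04 by permutation, the smallest that these draws can give). The median was 67.5% in the least efficient tercile, 69.0% in the middle and 71.1% in the most efficient. Across these origins, which are not independent replicates, A+T content and efficiency were related (Spearman's rho = 0.40, Pearson's r = 0.34, permutation p = 1e-05 for each, the smallest possible). The peak probe of 288 of the 456 origins was intergenic (63.2%), against 21.9% of the 36578 probes in the same part of the genome (Fisher's exact test, two-sided, p = 4.30e-81).

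The study asks whether a longer G1 changes how often origins fire. Mean origin efficiency was 35.9% ± 0.068 in G1+5 and 38.8% ± 4.34 in G1+15 (SD, n = 2 for each), a difference of 2.89 percentage points that did not exceed the spread between the G1+15 repeats (exact two-sided permutation test, p = 1; the smallest p that 2 against 2 can give is 0.333). The repeats of G1+5 averaged 35.8% and 35.9%, and those of G1+15 averaged 35.7% and 41.8%. Thus G1+15 repeat 1 was level with G1+5, and repeat 2 set the difference. The size of this difference depended on the baseline step: the baseline ratio was 0.810 in G1+15 repeat 2 and 0.832 to 0.844 in the other repeats. With median centring and no baseline step, the conditions differed by 0.172 points. On the shared slide, G1+15 was 6.01 points above G1+5, while the other G1+5 and G1+15 repeats differed by -0.231 points. Both G1+15 repeats lay above both G1+5 repeats at 119 of the 532 origins (22.4%) and below both at 3 (0.564%), where chance gives 16.7% in each direction. A higher mean of a whole repeat, as in G1+15 repeat 2, moves many origins at once, so these counts do not test for an excess of rises. Unlike the exact permutation test, the methods' t-test with the 532 origins as the sample gave p = 0.00241 between conditions, but it also gave p = 4.99e-09 between the repeats of G1+15, and 0.921 between those of G1+5.

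**Figure D1:**
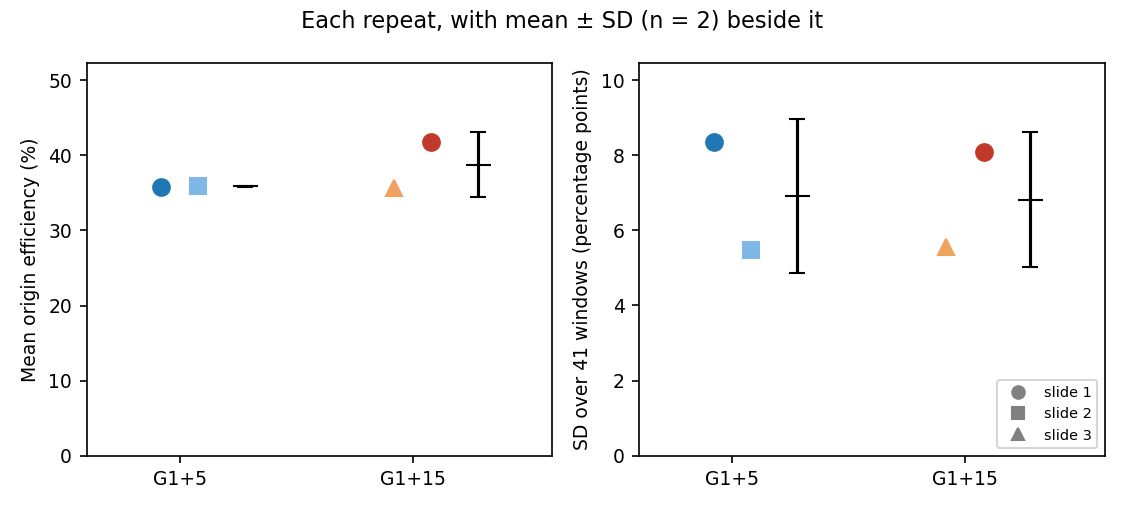
Mean origin efficiency in percent (left) and SD of regional efficiency over 41 windows in percentage points (right) for each repeat of G1+5 and G1+15, with symbols for the slide and the mean ± SD of the repeats (n = 2) in black. Repeat 2 of G1+15 stands at 41.8% while the other repeats lie between 35.7% and 35.9%, and the SDs of the repeats on slide 1 (8.36 and 8.09) lie above those on slides 2 and 3 (5.46 and 5.55).

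Efficiencies were compared at the origins nearest to the sites that the study assayed for Cdc45, a component of the pre-initiation complex. The efficient origin on chromosome II, which peaked at 1543647 within *fic1*, had 52.9% ± 5.38 in G1+5 and 51.9% ± 6.66 in G1+15. The origin at 1315520 on chromosome I, between *fsv1* and *tvp15*, had 30.9% ± 3.48 and 36.8% ± 6.60. That at 1574047 on chromosome I, between *ecm33* and *rbx1*, had 41.2% ± 8.02 and 41% ± 3.04 (SD, n = 2 throughout). None passed the test (limma, adjusted p = 0.995 for each), which does not show that the conditions were alike there. On slide 1, G1+15 minus G1+5 was 13.1 points at 1315520, 7.67 at 1574047 and -0.118 at 1543647. Several of the most efficient sites had close means in both conditions. These included the origin at 1444044 on chromosome I, between *tif310* and the calmodulin gene *cam1* (63.6% ± 1.71 and 66.8% ± 4.99), that at 519234 on chromosome II in *rlp1* (62.8% ± 6.92 and 65.8% ± 0.822), and that at 1410107 on chromosome III in SPCC622.07, beside the histone H2A gene *hta1* (63.0% ± 5.75 and 63.1% ± 3.78). The least efficient named origins were at 1087018 on chromosome II in *atp3*, a gene for an ATP synthase subunit (9.13% ± 1.44 and 11.3% ± 2.63), at 71584 on chromosome I (12.9% ± 10.1 and 9.59% ± 5.61) and at 4387464 on chromosome I, where no gene was assigned (10.1% ± 1.17 and 12.6% ± 3.55).

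Of the 532 origins, 4 were higher and 1 was lower in G1+15 (limma, Benjamini-Hochberg adjusted p under 0.05), while 8 had an unadjusted p under this threshold. The largest change with no overlap between the repeats was at 204475 on chromosome II in *wwm2*, which rose by 69.5 percentage points (adjusted p = 2.66e-12). Its efficiency was 8.11% and 11.5% in the G1+5 repeats and 17.9% and 141% in those of G1+15. The SD of the G1+15 repeats there was 86.9 points, but the test used the standard error shared by all origins (0.0778 log2). The adjusted p-values of the 5 calls therefore leave out the spread between repeats at each site. The site at 1500419 on chromosome II in *cdc2*, whose own copy is deleted in this strain, rose by 56.7 points (adjusted p = 2.46e-10). However, 3 of the probes that enter its smoothed values were not well above background in some channel of the 8 arrays. With dim probes left out the difference at *cdc2* was 0.17 log2 (adjusted p = 0.997). The other calls had overlapping repeats; *nup40* and *leu1* are named after their values were seen. These were the origin at 1950229 on chromosome II in *lsd90* (85.7 points higher, adjusted p = 1.08e-08), that at 1352275 on chromosome I in the nucleoporin gene *nup40* (27.1 points higher, adjusted p = 0.0284) and that at 1974859 on chromosome II in *leu1*, where the construct is integrated (-45.7 points, adjusted p = 0.000147). At *lsd90* and *nup40*, G1+15 repeat 2 had 235% and 66.3%, against 41.2% and 15.5% in repeat 1. At *cdc2*, G1+15 repeat 1 had 103% against 32.7% in repeat 2. At *leu1*, G1+5 repeat 2, the repeat with signal at the deleted genes, had 123% against 22.8% in repeat 1. The most that 1 S phase can give is a copy number of 2. The values of 141%, 235% and 123% lie past it and cannot be read as origin firing alone, and 103% lies just past it. With dim probes left out, 2 of those that enter the smoothed values at *leu1*, the difference was -0.00068 log2 (adjusted p = 0.997). Each of the 5 calls was lost when 1 repeat was left out (for *cdc2*, 0.25 log2 and adjusted p = 0.448 without G1+15 repeat 1), and a block that pairs the repeats on slide 1 left 0 of the 5 (adjusted p = 0.855 for each) with the same differences in log2. With all 8 arrays, which are 2 arrays of each of 4 repeats and not 8 replicates, 0 origins were called with a dye coefficient and the repeat as a random block (0.61 log2 in *wwm2*, 0.47 in *lsd90*, 0.29 in *nup40*, 0.21 in *cdc2* and -0.10 in *leu1*), and 3 with slide as the random block, of which 2 were among these 5. Repeats numbered 1 against those numbered 2, a grouping that mixes the conditions, gave 8 calls.

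**Figure D2:**
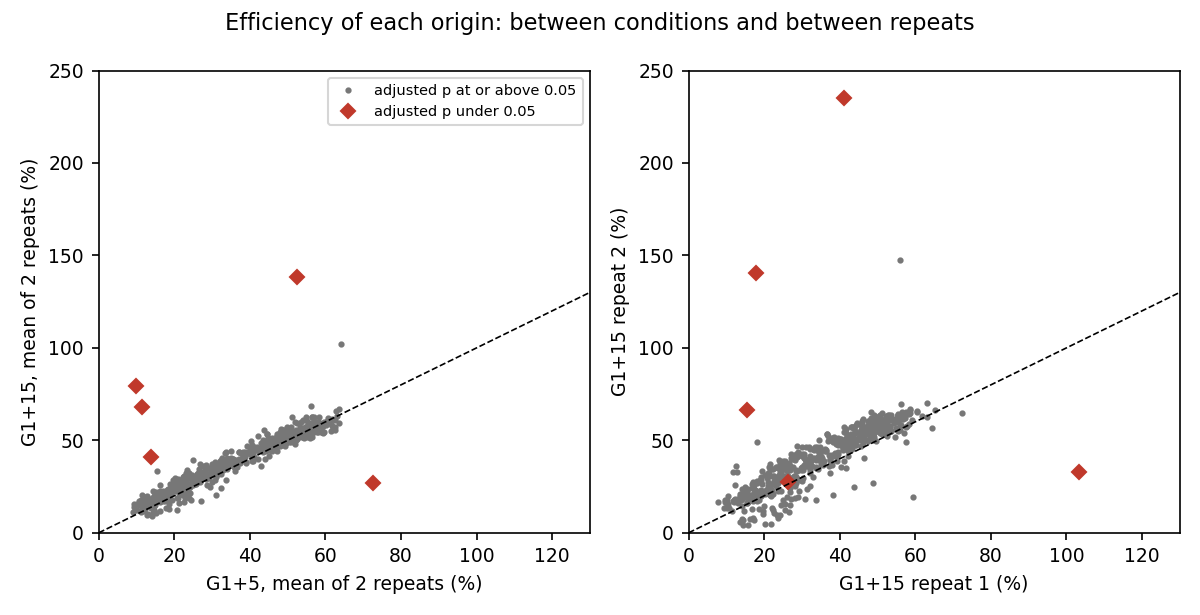
Efficiency of each of the 532 origins in percent: mean of G1+15 against mean of G1+5 (left), and G1+15 repeat 2 against repeat 1 (right), with origins that passed the test (limma, adjusted p under 0.05) as red diamonds and equal values on the dashed line. Of the 5 origins that passed, 4 lie above the line on the left, and 3 of these, in *wwm2*, *lsd90* and *nup40*, lie far above it on the right.

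Other changes with no overlap between the repeats did not pass the test. Efficiency at 4066447 on chromosome II in *meu14* was 15.3% ± 2.44 in G1+5 and 33.7% ± 22.0 in G1+15, whose repeats had 18.2% and 49.2%. Its difference of 0.20 log2 ranged from 0.035 to 0.37 when a repeat was left out, and was 0.044 without the deviating probes. This origin passed with normexp (0.39 log2, limma, adjusted p = 0.0499) and with slide as a random block (0.33 log2, adjusted p = 0.0325). At 3404931 on chromosome I, beside *apc5*, a gene of the anaphase-promoting complex, efficiency was 56.2% ± 3.36 and 68.4% ± 5.42. At 2900565 on chromosome II, beside *aco2*, it was 43.9% ± 1.98 and 55.8% ± 0.335. The only origins below both G1+5 repeats were at 207214 on chromosome III (63.6% ± 1.29 and 59.1% ± 3.35), at 315115 on chromosome II between *arg7* and *dal52* (58.0% ± 0.997 and 54.3% ± 1.18) and at 112586 on chromosome I (44.9% ± 0.142 and 41.8% ± 2.99; SD, n = 2 for all). The origin at 2984123 on chromosome II, between the fibrillarin gene *fib1* and *nap2*, had 64.2% ± 20.7 and 102% ± 64.7, with adjusted p = 0.0595. Unlike those above, its repeats overlapped (49.6% and 78.9% in G1+5, 56.1% and 148% in G1+15). The value of 148% also lies past a copy number of 2. Its difference of 0.27 log2 ranged from -0.068 to 0.60 when a repeat was left out, and with dim probes left out it passed (0.27 log2, limma, adjusted p = 0.04675).

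**Figure D3:**
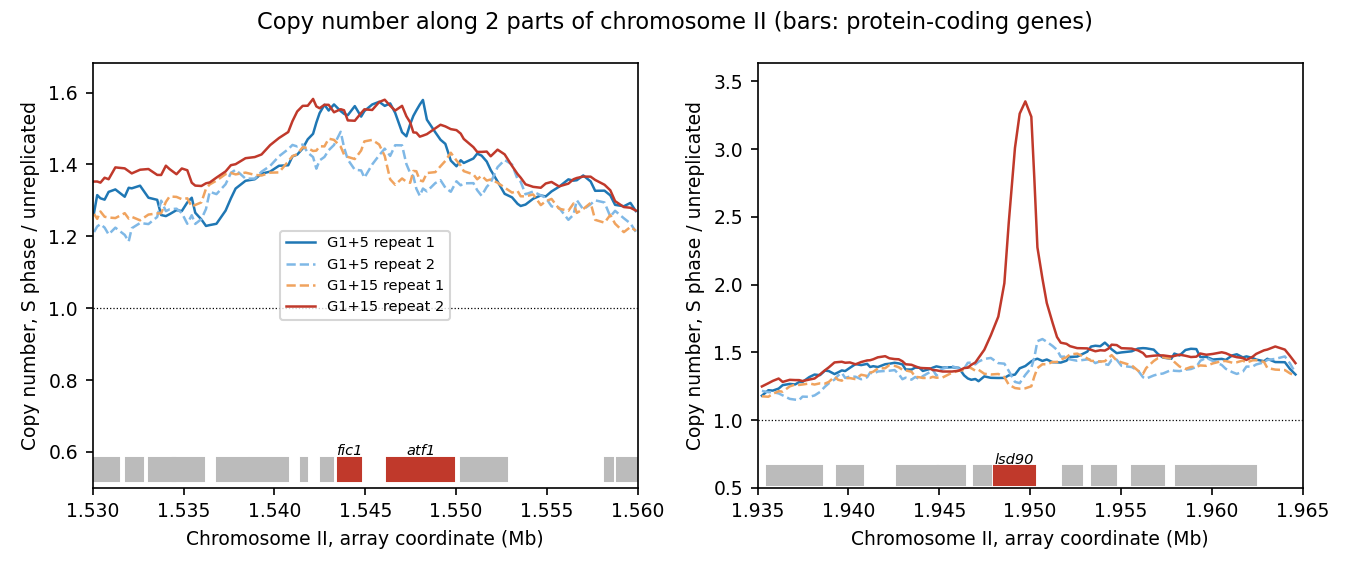
Copy number of S phase over unreplicated DNA (vertical axis, geometric mean of 5 probes, baseline at 1) along chromosome II in Mb for the 4 repeats, around the origin in *fic1* (left) and around *lsd90* (right), with bars for protein-coding genes. The origin in *fic1* is the nearest to the efficient site that the study assayed for Cdc45. The repeats form 1 broad peak at *fic1*, whereas at *lsd90* a high, narrow peak is present in G1+15 repeat 2 alone. Efficiency there was 235% in that repeat and 41.2% to 59.8% in the others. The value of 235% lies past a copy number of 2, the most that 1 S phase can give.

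The study compared domains in each extension with cells whose G1 was not extended. These arrays hold no such cells, so the comparison here is between the extensions and does not test that result. Mean efficiency was taken in 41 consecutive windows of 1000 probes (median length 288 kb). In both conditions the least efficient window was the left end of chromosome I (23.5% in G1+5 and 23.3% in G1+15) and the most efficient one began at 3809989 on the same chromosome (51.1% and 51.3%). The SD over windows was 6.91 ± 2.05 percentage points in G1+5 and 6.82 ± 1.80 in G1+15 (SD, n = 2), and the SD shared by the repeats of a condition was 6.53 and 6.35. Each repeat on slide 1 had a wider spread (8.36 in G1+5 and 8.09 in G1+15) than the repeats on the other slides (5.46 in G1+5 and 5.55 in G1+15), so that the difference between conditions was smaller than that between repeats. Both G1+15 repeats lay above both G1+5 repeats in 10 of 41 windows (24.4%) and below both in 0, where chance gives 16.7% each way. The windows share the higher mean of G1+15 repeat 2, so these counts do not test for an excess either.

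**Figure D4:**
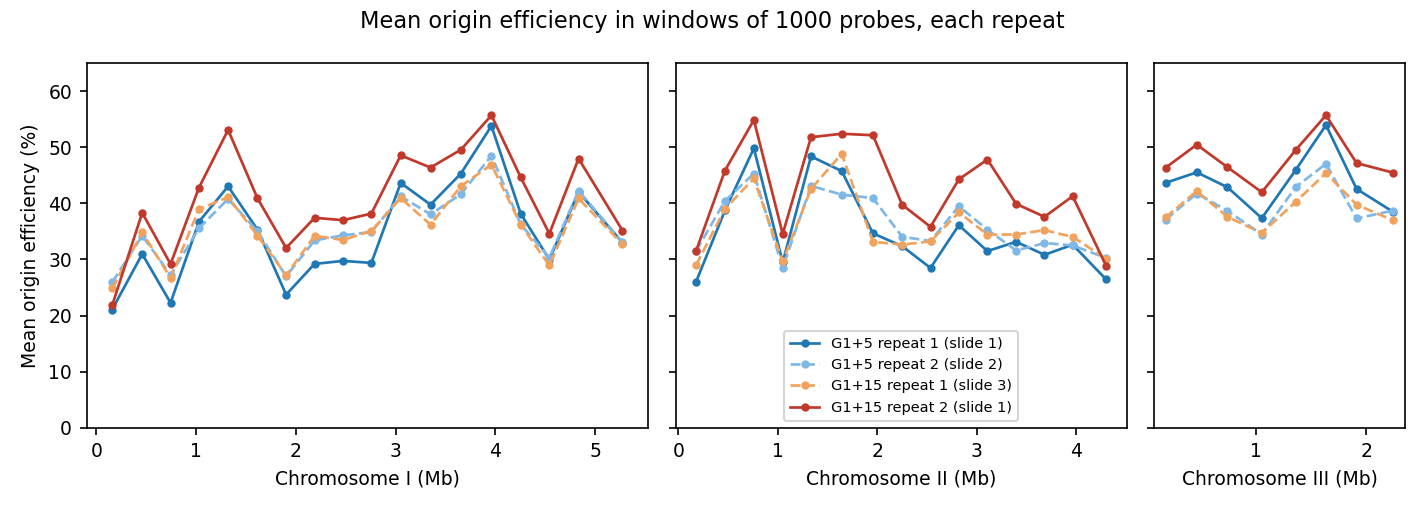
Mean origin efficiency in percent in consecutive windows of 1000 probes along chromosomes I, II and III (horizontal axis, Mb) for each repeat, with solid lines for the repeats on slide 1. The profiles share their high and low domains, from 23.5% at the left end of chromosome I to 51.1% in the window from 3809989 on the same chromosome in G1+5.

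The change from G1+5 to G1+15 was also set against overall efficiency. Across the 532 origins, G1+15 minus G1+5 was weakly and negatively related to the mean over all repeats by rank (Spearman's rho = -0.13, permutation p = 0.00358, adjusted p = 0.0143 over 4 tests), but not by Pearson's r (0.060, permutation p = 0.165, adjusted p = 0.33). Across the 41 windows, rho was -0.14 (permutation p = 0.371, adjusted p = 0.495) and r was -0.087 (p = 0.591 before and after adjustment). Origins and windows are not independent replicates. Within slide 1, rho was -0.19 over origins and -0.25 over windows. The relation depended on which repeats were used: without G1+5 repeat 1 rho became 0.19 over origins and 0.54 over windows, and without G1+15 repeat 2 it was -0.34 and -0.60.

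None of the 15 region classes, whose definitions were fixed in advance, passed a test of the change between conditions against the other origins (limma camera with an estimated correlation, adjusted p = 0.963 for each). The correlations were estimated from 4 repeats and ran from 0.20 to 0.83, so this test could miss shifts of a class. The tercile classes were cut on these same efficiencies. Efficiency was higher on chromosome III (41.3% ± 2.75 in G1+5 and 43.2% ± 6.03 in G1+15, 103 origins) than on chromosome I (34.4% ± 0.578 and 37.1% ± 3.54) or chromosome II (34.7% ± 0.935 and 38.4% ± 4.40; SD, n = 2), a difference between chromosomes that was not tested. The 45 origins within 2 kb of a tRNA gene had 45.4% ± 2.18 and 47.8% ± 4.88, and the 43 near a long terminal repeat or Tf2 retrotransposon had 35.1% ± 0.083 and 37.3% ± 3.82. Between 2.5 and 3.5 Mb on chromosome II, a domain of low efficiency named by the study, the mean was 33.7% ± 1.44 in G1+5 and 39.0% ± 5.25 in G1+15, and between 3 and 4 Mb on chromosome I, a domain of high efficiency, it was 42.6% ± 2.07 and 44.6% ± 5.80. On slide 1 the same differences were 10.1 and 4.69 points, and between the repeats on the other slides they were 0.585 and -0.580. The domain on chromosome II has 38 origins, among them the one beside *fib1* at 2984123, which alone was 98.0 points higher in G1+15 on slide 1. The 24 origins within 100 kb of the ends of chromosomes I and II had 21.1% ± 6.53 and 17.6% ± 7.43, with 16.5% and 12.3% on slide 1 against 25.7% and 22.8% on the other slides. With the preset correlation of camera this class alone passed (lower in G1+15, adjusted p = 4.02e-07), a call that was lost with an estimated correlation (p = 0.291 before adjustment).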

Values the study reported

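The study gave average origin efficiencies of 31.9% in G1+5 and 29.4% in G1+15, and used a list of 670 origins for its comparisons. Its average was thus higher in G1+5, whereas the mean found here was higher in G1+15. In the study the averages of the repeats lay closer together in G1+15 than in G1+5, and here the reverse held. The origin list and the baseline step differed from those used here, and whether they account for these gaps was not tested. The study reported efficiencies in G1+15 of 38% at the efficient origin ori2004, 29% at oriJW1072 and 36% at oriJW1088. The correction factor it applied to the baseline was 0.18 in both G1+5 and G1+15.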

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

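The tests of signal at deleted genes, of slides and of short stretches were chosen after results were seen, except those of probe G+C, of a loss from the unreplicated DNA and of the background of one dye channel. A difference between the conditions past the threshold of limma marked 5 origins for a closer look. G1+15 minus G1+5 was 69.5 points in *wwm2*, 56.66 in *cdc2*, 85.69 in *lsd90*, 27.08 in *nup40* and -45.74 in *leu1*. Tests for a single outlying array marked none, but each group of 4 arrays holds dye-swap pairs, in which a deviating repeat brings 2 arrays that hide each other. The arrays of G1+15 repeat 1, for example, had 5.55% and 4.21% outlier spots, against 0.00702% and 0.0140% in repeat 2.

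The spread of regional efficiencies went with the slide. The window SDs of the repeats on slide 1 differed by 0.2736 points, against 2.90 and 2.54 between the repeats of G1+5 and of G1+15, values that describe the pattern and do not test the slide, or the cultures and labellings run on it, as its cause. A trend with probe G+C is excluded as the whole cause, because slide 1 still had 1.537 times the spread of the others once the trend was removed. The spread did not follow the length of the G1 extension, as the repeats of the conditions overlapped (difference of -0.09405). Slide 1 holds 1 repeat of each condition, so this overlap is part of the pattern picked and is not a separate test. Dye chemistry stays open: G1+15 repeat 1, with the same dyes as slide 1 per the channel labels, had 0.6744 of its spread, but this is 1 repeat.

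Short stretches in G1+15 repeat 2, including those in *wwm2*, *lsd90* and *nup40*, had a high ratio of S phase over unreplicated DNA (27 probes in 13 stretches). Damaged spots are excluded, because probes picked on the first array had a median excess of 1.555 log2 on the second. Origin firing is excluded as the whole cause, since 1 S phase cannot take copy number above 2, and the highest value, in *rpl3702*, was 7.618; it stays open for the stretch at *cig1*, at 1.66. A loss from the unreplicated DNA stays open: its channel was lower by a median of 0.523 log2 (-0.5226), short of the 0.6 required beforehand, while the S phase channel was higher by 0.519.

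Signal at the deleted genes in G1+5 repeat 2 changed sides with the dyes. DNA of cells that carry the genes is excluded as the cause of the excess in green, as the S phase over unreplicated log2 ratio of the 16 dark probes was -2.72 on 1 array and 2.372 on the other. Green was at 15.6% and 9.67% of the median probe and red at 2.246% and 1.99%, and red was above the negative control spots as well (23.3 against 3.07, and 20.8 against 2.89), so a small share of such DNA stays open. A plain background of the green channel is excluded as the cause of that excess, because the negative control spots differed from these probes by up to 2.002 log2. No biological explanation was tested for this signal.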

How the results depend on the processing

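Numbers of replicates do not pair the samples, so the replicate block is given here only. Deviations from the condition means had r = -0.233 between same-numbered repeats, whose efficiencies themselves had r of 0.88 and 0.74 over origins. The replicate block left 4 origins past the threshold. The crossed numbers as a block left 0, with 20 before adjustment and no change in the log2 differences. Slide as a random block could not be fitted on 4 repeats and was run over all 8 arrays (3 origins), a fit that does not tie the 2 arrays of a repeat on slide 1, and the fit with the repeat as the random block gave 0. Signal over background of 24.0 to 99.9 limits single dim probes, and leaving out a repeat assumes that the lone one varies like the other condition. The crossed numbers, the probes that deviate in 1 repeat, the pairs that differ and the within-slide differences were chosen after the data were seen. The cause was not tested in any case below.

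With median centring and no baseline step, origins numbered 302, 332 and 288 (G1+5, G1+15, both), 341 were above the baseline in G1+5, mean efficiency was 13.89% and 14.06%, and 0 origins differed, although the differences stayed at 0.59 log2 in *wwm2*, 0.53 in *cdc2*, 0.49 in *lsd90*, 0.26 in *nup40* and -0.41 in *leu1*. There the prior degrees of freedom were 6.90, and infinite in the fit of the report, so each origin had its own standard error. Dye-swap 2 alone gave 889 in G1+5 and 776 in both, efficiencies of 43.91% and 47.33%, 0 that differed (with 0.71 log2 in *wwm2*, 0.46 in *lsd90*, 0.30 in *nup40*, 0.07 in *cdc2* and -0.13 in *leu1*, and prior degrees of freedom of 5.78), rho of 0.1304 over origins and a shift of 0.005129 log2 for intergenic peaks. Normexp gave efficiencies of 48.08% and 52.92%, shared SDs of 9.433 and 9.423 and rho of 0.005971. Baselines from the lowest 20% gave 32.18% and 34.49%, and from the lowest 5% 41.97% in G1+15. All probes of a window gave shared SDs of 4.096 and 4.142. A trend in eBayes left 3 origins that differed and, with the deviating probes out, 2 origins differed, of which only *wwm2* was among the 5 of the report. Within the shared slide the difference in mean efficiency was 6.009 points, the low domain shifted by 0.04022 log2 and the middle tercile by 0.02989. In place of the exact permutation test, a t-test of the kind in the study's methods, with origins as the sample, gave p = 0.002414. The preset correlation of camera gave -0.0771 log2 at subtelomeres. *leu1* turned to 0.1036 log2 with flags kept and 0.09303 without deviating probes. With the level from G1+5 repeat 1, rho was 0.2461 over origins and 0.5739 over windows, and with that from repeat 2 it was -0.4915 over windows.

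Leaving out a repeat gave 1 to 5 origins that differed, -0.1097 to 1.138 log2 at *lsd90*, -0.81 to 0.04774 at *leu1*, and rho of -0.3834 to 0.1888 over origins and -0.6009 to 0.535 over windows.

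Of 23 alternative settings, the call in *wwm2* was kept in 18, in *lsd90* in 15, in *cdc2* in 14, in *leu1* in 10 and in *nup40* in 9. The origins nearest to the Cdc45-assayed sites passed in 0. The difference in mean efficiency ranged from -0.183 to 6.01 points over 19 settings. A+T content at origins kept its direction at both other widths (67.55% and 69.5%).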

Other observations

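The stretches and mitochondrial values below were chosen after results were seen, and the other groupings are a general check. Origins in *rpl3702*, *zfs1* and *hob1* are not on the list of called changes, but these genes hold stretches with a high ratio of S phase over unreplicated DNA in G1+15 repeat 2: copy number reached 7.62 at 1 probe in *rpl3702*, 6.26 at 1 probe in *zfs1* and 2.60 in a stretch of 6 probes in *hob1*, against at most 1.43, 1.29 and 1.04 in the other repeats. In *hob1* the unreplicated channel was lower than on the other arrays (-0.66 log2) and the S phase channel was 0.11 higher. Copy number of mitochondrial DNA (66 probes) against the nuclear baseline was 0.987 and 1.09 in G1+5 and 0.989 and 1.03 in G1+15. These averages join arrays that differ with the dyes: log2 ratios on the arrays of a pair were 0.12 and -0.65, and 0.37 and -0.65, in G1+5, and 0.47 and -1.02, and 0.04 and -0.55, in G1+15.

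Other groupings of the 4 repeats were tested in the same way as the conditions. Repeats numbered 1 against those numbered 2 gave 8 origins past the threshold (9 before adjustment) and slide 1 against the other slides gave 1 (99 before adjustment), where the conditions gave 5 (8 before adjustment). The relation of change with overall efficiency was rho = -0.45 over origins and -0.85 over windows for the other slides minus slide 1. For repeats numbered 2 minus those numbered 1, which mixes the conditions, it was -0.145 and -0.163, against -0.126 and -0.143 for the conditions.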
